A study of Mus musculus with 7 samples. Its data were reported in "Fate mapping of hematopoietic stem cells reveals two pathways of native thrombopoiesis" (2022).

How the data were processed

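RNA was measured in 7 libraries of sorted mouse bone marrow MkPs, 4 CD48hi and 3 CD48-/lo, each amplified as cDNA after priming on poly(A) tails with template switching, then tagmented and sequenced. Groups, replicate numbers and sorted cell numbers were taken from the sample labels. According to the submitters' processing notes and the study's methods, the authors checked reads with FastQC, aligned them to mm10 with GSNAP using Ensembl 98 splice sites, and counted uniquely aligned reads per gene with featureCounts (2.0.1). The deposited raw counts are whole numbers of reads per gene and library with no normalization. The table holds 21615 genes, each with at least 11 counts summed over the libraries, so genes below that were not seen here. The authors also deposited normalised counts, a signal made by dividing each library's counts by 1 DESeq2 (1.30.1, R 3.5.1) size factor. Size factors recomputed from the raw counts by the median of ratios matched the deposited ones to 4 digits in every library, and no value differed by more than 0.0712 after division. Gene length and the deposited GC content in percent were used only for a length and GC correction, and other derived tables were not used. Whether counting used strand is not given in the sources used here, so overlapping and antisense genes cannot be told apart. Of the gene identifiers, 99.9% were in GENCODE M21 and 99.3% of these had the same start and end, and coordinates are printed as the table gives them. A total of 8 symbols belong to more than 1 identifier.

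Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (16653 genes, holding 99.95% of counts), scaled by TMM and tested with the quasi-likelihood F test of CD48-/lo over CD48hi with no covariate, with Benjamini-Hochberg adjustment and a threshold of 0.05. The log2 difference uses a prior count of 0.125. The median log2 difference of all tested genes was 0.03. CPM values are scaled by the TMM factors. For genes with 0 counts in a group a bound against 3 counts over the group is given, and for genes with 1 to 3 counts a ratio of counts per total with an exact interval. The 20 gene lists were written after the study was read and before the data were examined. The study reports myeloid and erythroid differences from these libraries, so the lists were not chosen blind to them. The lists were tested with camera at a preset inter-gene correlation of 0.01, with BH adjustment over the 20 lists. An estimated correlation and fry were alternatives. Fry asks if a list moves on balance in one direction and does not compare it with other genes. List medians did not change when members with no count in a group were set to their bound. Library measures were compared by exact two-sided permutation. Library pairs had different counts throughout (Spearman correlations across genes from 0.921 to 0.957), so none was treated as a duplicate.

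The genes named were chosen by a rule fixed in advance: the 10 largest differences in each direction among called genes with a mean log2 CPM of at least 1, no overlap between groups and an established symbol; the sort markers; 14 transcription regulators; up to 4 members of each list with the smallest adjusted p; and megakaryocyte genes including Vwf, Pf4, Itga2b and Gp1ba. Not each gene the rule names is printed, and those printed, as well as the lists given in full under the alternatives, were chosen after their values were seen.

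The gene tests and camera with the preset correlation were first tested on simulated data. Counts were drawn for the 16653 genes from the means, totals and gene-wise edgeR dispersions of this comparison. Among genes with a mean of at least 1 CPM, 200 were changed by known folds. Since the dispersions came from edgeR, the simulation may favour edgeR over DESeq2. At 2-, 4-, 8- and 16-fold, edgeR recovered 4, 31, 44 and 50 of 50 genes and called 1 unchanged gene, while DESeq2 1.42.0 recovered 8, 41, 46 and 50 and called 42 unchanged genes. With nothing changed, edgeR called 0 genes and DESeq2 23. Camera called a list made of raised genes and did not call a list of unchanged genes. Fry and the estimated correlation were not tested this way. Each gene was drawn independently, so the simulation cannot show how camera behaves when the genes of a list vary together. Nor can it show how many genes are called when many genes vary together between libraries of a group. The estimated correlation in the real lists ranged from -0.0804 (lymphoid) to 0.946 (mitochondrially encoded).

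Alternatives planned before the data were examined were RLE scaling, total counts with no scaling factor, no filter and a stricter filter on low counts (1 CPM in 3 libraries), DESeq2, limma 3.58.1 with voom and sample quality weights, the replicate number as a block, counts thinned to the smallest library total, leaving out mitochondrial, haemoglobin and ribosomal protein genes, leaving out each library, a prior count of 2, and thresholds of an adjusted p of 0.01 or an absolute log2 difference of 1. Alternatives added after the data were seen were a fit with a smooth trend on gene length and GC content removed, fits with only CD48hi replicates 1 and 3, only CD48hi replicates 4 and 5 or only CD48-/lo replicate 3, and DESeq2 with the log2 difference of 1.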

Results

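Megakaryocyte progenitors (MkPs), the committed precursors of platelet-producing megakaryocytes, were sorted from the bone marrow of C57BL/6 mice as lineage-negative CD117+ Sca-1- CD150+ CD41+ cells and divided by surface CD48, a protein of the SLAM family. Bulk RNA sequencing gave 4 libraries of CD48hi MkPs and 3 libraries of CD48-/lo MkPs. The total count per library was 69324909, 51537445, 56809772 and 60237899 for CD48hi replicates 1, 3, 4 and 5, and 50895787, 51161449 and 48899037 for CD48-/lo replicates 1, 3 and 4. The CD48hi libraries were made from 14033 to 20826 sorted cells and the CD48-/lo libraries from 5348 to 6497, so that each CD48hi library came from more cells than any CD48-/lo library. The labels do not say that each library came from a different mouse, and p-values therefore measure the spread between these libraries. The comparison of the 2 subsets asks how MkPs that the study places on separate routes from stem cells to platelets differ in their transcripts. All log2 differences below are CD48-/lo over CD48hi, and all levels are CPM (counts scaled to the library total and its TMM factor) as mean ± SD with n = 4 for CD48hi and n = 3 for CD48-/lo.

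The genes of the sort markers were examined first. Transcripts of Cd48 itself (chromosome 1, 171682009 to 171705258, mm10) stood at 28.9 ± 11.8 CPM in CD48hi and 10.1 ± 4.65 CPM in CD48-/lo MkPs, and the lowest CD48hi library (15.8 CPM) lay above the highest CD48-/lo library (14.0 CPM). The log2 difference of -1.51 ± 0.45 (SE) did not pass the test across all genes (adjusted p = 0.181, edgeR quasi-likelihood test). DESeq2 called it (adjusted p = 0.0147). Markers shared by both gates were not called. Kit, which encodes CD117, was at 378 ± 157 CPM in CD48hi and 383 ± 52.3 CPM in CD48-/lo MkPs (adjusted p = 0.985). Slamf1, which encodes CD150, was at 19.9 ± 7.59 and 29.3 ± 9.33 CPM, and Itga2b, which encodes CD41, at 1372 ± 454 and 843 ± 86.0 CPM (adjusted p = 0.437 and 0.272). Ly6a, which encodes Sca-1 and was gated out, ranged from 0.153 to 1.17 CPM in the 7 libraries. Cd84, a SLAM family neighbour of Cd48 on chromosome 1, was at 77.1 ± 22.9 and 134 ± 49.4 CPM (adjusted p = 0.290).

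Of 16653 genes tested, 32 differed between the subsets at an adjusted p of 0.05, 14 higher and 18 lower in CD48-/lo MkPs, and each of the 32 also passed an absolute log2 difference of 1. Genes higher in CD48-/lo MkPs included Cldn13, a claudin (16.4 ± 9.60 against 0.384 ± 0.139 CPM, log2 difference 5.41 ± 0.52, adjusted p = 0.00661), and Rhd, the Rh blood group antigen of red cells (30.4 ± 20.2 against 2.27 ± 0.53 CPM, log2 difference 3.74 ± 0.45, adjusted p = 0.022). The alpha-globin genes Hba-a1 and Hba-a2 were also higher with log2 differences of 3.76 and 3.52. Their counted levels were 14.2 ± 8.74 and 8.20 ± 4.38 CPM in CD48-/lo MkPs. These 2 genes are near-identical copies. Reads that align to both were not counted, so these levels may be too low, and uniquely aligned reads may be split unevenly between them. Ctse, encoding the protease cathepsin E, was 6.23-fold higher and Tspan8, a tetraspanin, 7.53-fold higher. Abcg3, Hdac9, Casp12 and Btc, the last encoding the growth factor betacellulin, rose by 14.8-, 10.5-, 6.29- and 6.23-fold.

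**Figure D1:**
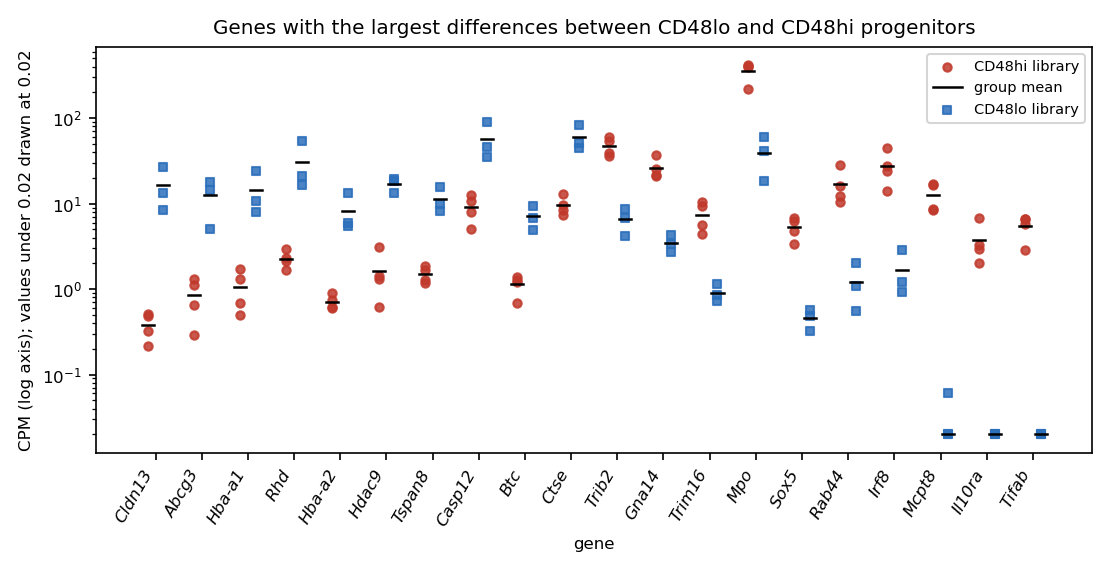
CPM on a log axis for the 20 genes with the largest differences that met the naming rule, with red circles for the 4 CD48hi libraries, blue squares for the 3 CD48-/lo libraries and black bars for group means; values under 0.02 are drawn at 0.02. No gene shown has overlapping groups, and Tifab and Il10ra had no count in any CD48-/lo library.

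Genes higher in CD48hi MkPs included several of myeloid cells. Mcpt8, a protease of basophils (chromosome 14, 56082166 to 56085273), reached 12.8 ± 4.81 CPM in CD48hi MkPs and had 3 counts in all CD48-/lo libraries together against 2947, a ratio of 623 with a counting interval of 213 to 3024 (95%, exact). Tifab (chromosome 13) and Il10ra, the interleukin-10 receptor chain, had no count in CD48-/lo MkPs and were at least 265-fold and 180-fold higher in CD48hi MkPs, set against 3 counts over the group. Such intervals and bounds cover counting error only. Mpo, encoding myeloperoxidase of granulocyte precursors (chromosome 11, 87793581 to 87804413), was the most abundant of these genes at 359 ± 93.9 CPM in CD48hi and 39.6 ± 20.6 CPM in CD48-/lo MkPs (log2 difference -3.18 ± 0.45, adjusted p = 0.0321). Irf8, the transcription factor of monocytes and dendritic cells (chromosome 8, 120736358 to 120756694), was 16.4-fold higher in CD48hi MkPs, and Rab44, Sox5, Trim16, Gna14 and Trib2 were 13.8-, 11.4-, 8.19-, 7.56- and 7.24-fold higher.

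These calls rest on all 7 libraries. Without CD48hi replicate 1, 3, 4 or 5 the count was 15, 1, 16 or 4, and without CD48-/lo replicate 1, 3 or 4 it was 11, 72 or 3. Mcpt8 was called in each of these fits (adjusted p from 0.0107 to 0.0478, edgeR), while Cldn13 and Tifab lost their calls only without CD48hi replicate 3 (adjusted p = 0.0554 for both) and every other gene of the 32 lost its call in at least 1 of them. DESeq2 called 1028 genes, 468 higher and 560 lower in CD48-/lo MkPs, including all 32. Groups did not overlap for 2428 genes, or 14.6% of those tested, where chance gives 5.71%.

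The 20 gene lists were fixed after the study was read and before the data were examined. Of these, 12 were called by camera, none with an estimated correlation and 7 by fry. Myeloid lists were compared first. In the monocyte and dendritic cell list, 16 of 20 tested genes were lower in CD48-/lo MkPs, with 2 called over all genes (Irf8 and the chemokine receptor Ccr2) and 11 lower and 1 higher when adjusted over the list alone. Ccr2 had 2 counts in CD48-/lo against 647 in CD48hi libraries, a ratio of 205 (interval 56.6 to 1699), and F13a1 fell just short of the threshold (24.8 ± 11.5 against 2.77 ± 1.26 CPM, adjusted p = 0.0501, edgeR). In the basophil and mast cell list, 19 of 23 genes were lower in CD48-/lo MkPs, with 1 called over all genes and 7 lower when adjusted over the list alone. Prss34, another basophil protease, was at 24.4 ± 12.4 and 0.509 ± 0.449 CPM (adjusted p = 0.0515), the mast cell carboxypeptidase Cpa3 at 25.9 ± 10.0 and 7.62 ± 2.54 CPM (adjusted p = 0.121), and Ms4a2, a chain of the IgE receptor, at 14.5 ± 7.63 and 0.762 ± 1.15 CPM (adjusted p = 0.164). In the granulocyte-monocyte progenitor and primary granule list, 23 of 27 genes were lower, with Mpo alone called over all genes and 7 lower and 1 higher when adjusted over the list alone. Elane, the neutrophil elastase gene, stood at 50.5 ± 28.2 and 12.7 ± 5.50 CPM, whereas Lyz2, the lysozyme gene of mature myeloid cells, stood at 104 ± 30.0 and 252 ± 91.2 CPM.

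All 3 lists were lower in CD48-/lo MkPs by camera with a preset correlation (adjusted p = 1.13e-09, 8.61e-08 and 8.13e-07), with median log2 differences of -1.73, -1.17 and -0.85. The calls were lost with an estimated correlation (adjusted p = 0.0599, 0.0611 and 0.117) and held with fry (adjusted p = 0.00479, 0.0173 and 0.034). The late neutrophil list was not called (adjusted p = 0.340). Its median log2 difference of 0.59 differed in sign from its mean of -0.28 and from the test. None of its 12 members was called over all genes by edgeR (2 by DESeq2, and 4 at an unadjusted p under 0.05), and 1 was higher and 2 lower when adjusted over the list alone. S100a8 was at 1.21 ± 0.718 and 8.53 ± 7.26 CPM and Mmp8 at 1.13 ± 0.307 and 0.0597 ± 0.0733 CPM. In the eosinophil list 5 of 6 genes were lower, among them Siglecf at 21.4 ± 13.4 and 2.42 ± 1.87 CPM. No member was called over all genes by edgeR (1 by DESeq2, and 1 at an unadjusted p under 0.05) and 1 was lower when adjusted over the list alone. The camera adjusted p was 0.0027, and the call was lost with an estimated correlation, DESeq2 and fry (0.195, 0.0612 and 0.0577). The list scores of CD48-/lo replicates 1 and 4 were -2.63 and -2.54, while CD48-/lo replicate 3 (0.768) lay above 2 of the 4 CD48hi libraries and used alone turned the direction (adjusted p = 0.851). In the lymphoid list 8 of 11 genes were lower, among them Ighm at 5.87 ± 1.85 and 1.32 ± 0.447 CPM. Dntt had no count in CD48-/lo libraries and 186 in CD48hi libraries, a bound of at least 39.3-fold. No lymphoid gene was called over all genes by edgeR (4 by DESeq2, and 7 at an unadjusted p under 0.05), and 4 were lower and 1 higher when adjusted over the list alone. The camera adjusted p was 0.00525, or 0.101 with an estimated correlation. The lymphoid call was also lost without CD48hi replicate 1 or 5 or CD48-/lo replicate 3 (adjusted p = 0.0769, 0.0572 and 0.0734), and with the stricter filter on low counts it was lost at an adjusted p of 0.974.

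**Figure D2:**
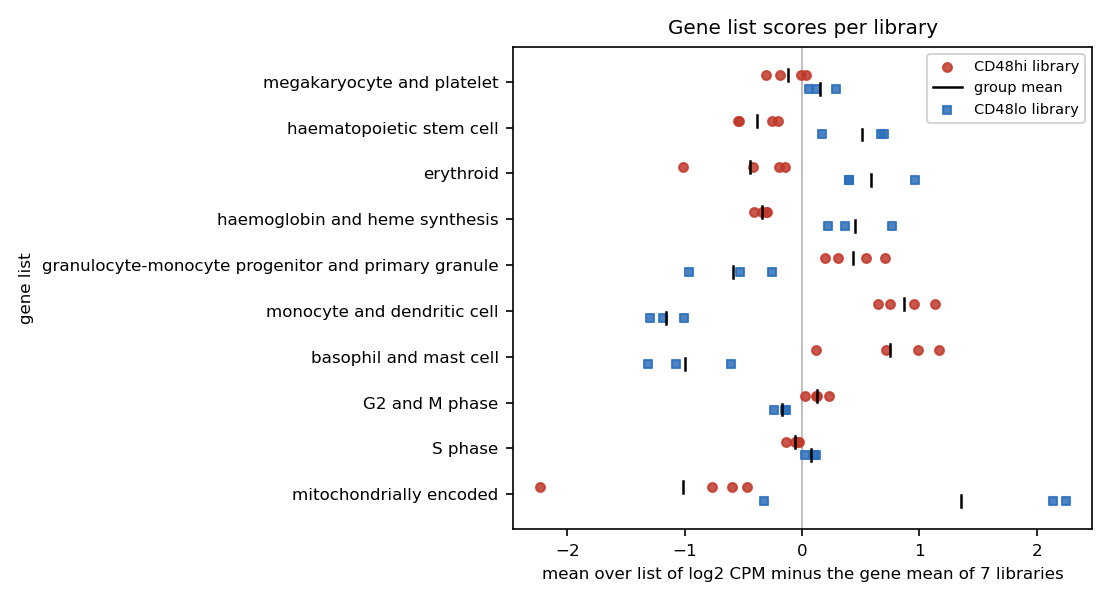
Score of 10 gene lists (vertical axis) in each library, as the mean over the list of log2 CPM minus the mean of that gene over the 7 libraries (horizontal axis, log2 units), with CD48hi libraries as red circles, CD48-/lo libraries as blue squares and group means as black bars. The monocyte and dendritic cell list separates the groups widely, the megakaryocyte and platelet list only narrowly, and 1 CD48-/lo library lies near the CD48hi libraries for mitochondrially encoded genes.

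Erythroid genes were examined next. Of 32 tested erythroid genes, 22 were higher in CD48-/lo MkPs and 10 lower, with Rhd called over all genes and 12 higher and 1 lower when adjusted over the list alone. Rhag, the partner of Rhd in the red cell membrane, was at 4.19 ± 2.84 CPM in CD48hi and 33.6 ± 14.4 CPM in CD48-/lo MkPs (adjusted p = 0.069, edgeR) and Add2, a membrane skeleton gene, at 3.10 ± 0.841 and 11.4 ± 3.33 CPM (adjusted p = 0.069). Samd14 went the other way, with 122 ± 50.1 and 35.1 ± 6.65 CPM (adjusted p = 0.0787). The list had a median log2 difference of 0.95 and an adjusted p of 6.32e-06 by camera, which became 0.212 with an estimated correlation and 0.0577 by fry. In the haemoglobin and heme synthesis list, both alpha-globin genes were called and 6 of 18 genes were higher when adjusted over the list alone (camera adjusted p = 0.00893, or 0.195 with an estimated correlation). The median of this list was 0.06 while its mean was 0.91, because 9 genes lay on each side of 0, and the call was lost without CD48hi replicate 3 (adjusted p = 0.0744). The beta-globin genes Hbb-bs and Hbb-bt stood at 8.82 ± 7.59 and 4.76 ± 3.52 CPM in CD48-/lo MkPs against 1.21 ± 0.455 and 0.778 ± 0.271 CPM. They are also near-identical copies, so reads that align to both were not counted and these levels may be too low. The erythroid regulators Klf1 and Gata1 were not called. Klf1 was at 123 ± 41.4 CPM in CD48hi and 75.5 ± 26.4 CPM in CD48-/lo MkPs and Gata1 at 146 ± 30.1 and 181 ± 53.7 CPM (adjusted p = 0.337 and 0.609).

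In the haematopoietic stem cell list 25 of 32 genes were higher in CD48-/lo MkPs. None was called over all genes by edgeR (7 were called higher by DESeq2, and 17 were higher at an unadjusted p under 0.05), and 11 were higher and none lower when adjusted over the list alone. Clu was at 26.1 ± 10.6 CPM in CD48hi and 91.5 ± 9.65 CPM in CD48-/lo MkPs, and the transcription regulators Mecom (11.6 ± 4.58 and 31.4 ± 2.53 CPM), Mllt3 (10.2 ± 3.76 and 30.1 ± 2.37 CPM) and Gata3 (6.85 ± 1.70 and 17.9 ± 2.47 CPM) were 2.70-, 2.94- and 2.61-fold apart with no overlap between the groups. The median log2 difference was 0.93 (camera adjusted p = 1.79e-07), and the call was lost with an estimated correlation (adjusted p = 0.0599) and held with fry (adjusted p = 0.00516).

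Megakaryocyte and platelet genes did not pass as a list. Of 37 genes, 22 were higher and 15 lower in CD48-/lo MkPs (median log2 difference 0.41, camera adjusted p = 0.0817, or 0.319 with an estimated correlation), and the list passed without CD48hi replicate 4 or CD48-/lo replicate 4 (adjusted p = 0.0489 and 0.0407). One member was called over all genes (3 higher and 3 lower by DESeq2, and 14 higher and 8 lower at an unadjusted p under 0.05), and 3 were higher when adjusted over the list alone. Esam, an adhesion molecule of stem cells and the megakaryocyte lineage, rose 3.16-fold in CD48-/lo MkPs (113 ± 9.16 against 35.8 ± 6.73 CPM, adjusted p = 0.0425, edgeR), a call lost on leaving out any one library (adjusted p from 0.0621 to 0.200). Mmrn1, encoding multimerin of platelet granules, was at 680 ± 104 and 192 ± 97.5 CPM (adjusted p = 0.101, or 0.00287 by DESeq2) and the platelet chemokine gene Ppbp at 22.1 ± 2.79 and 5.59 ± 3.20 CPM (adjusted p = 0.0787). Gp5, a platelet glycoprotein gene chosen after its values were seen, went the other way, at 348 ± 104 and 1002 ± 692 CPM (adjusted p = 0.204, or 0.0366 by DESeq2). Core lineage genes were not called. Pf4, platelet factor 4, was at 1478 ± 762 CPM in CD48hi and 2960 ± 1273 CPM in CD48-/lo MkPs (adjusted p = 0.279). In the same order, Vwf, von Willebrand factor, was at 108 ± 19.5 and 171 ± 22.4 CPM, and Gp1ba at 14.1 ± 1.42 and 21.6 ± 8.03 CPM (adjusted p = 0.250 and 0.356).

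**Figure D3:**
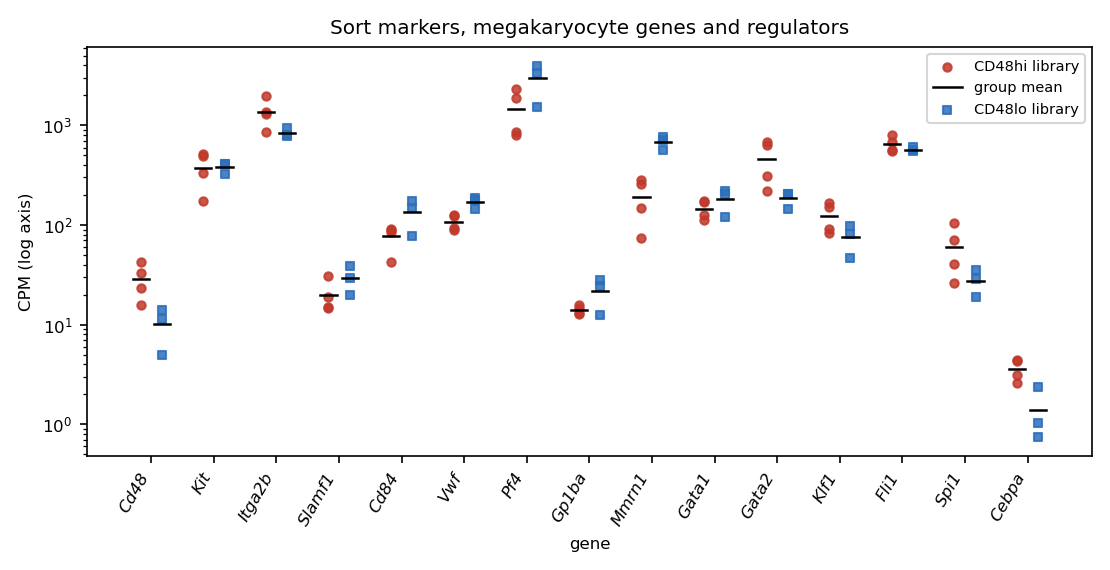
CPM on a log axis for sort markers, megakaryocyte genes and transcription regulators, with the 4 CD48hi libraries as red circles, the 3 CD48-/lo libraries as blue squares and group means as black bars. None of these genes was called over all genes by edgeR, DESeq2 called Cd48, Mmrn1 and Gata2, and Cd48, Mmrn1 and Gata2 are among those whose groups do not overlap.

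Of 14 transcription regulators fixed in advance, Irf8 alone was called by edgeR. Fli1 (651 ± 119 and 573 ± 26.2 CPM), Meis1 (406 ± 41.5 and 447 ± 43.3 CPM), Myb (97.6 ± 15.7 and 107 ± 15.9 CPM) and Gfi1b (176 ± 44.3 and 227 ± 46.1 CPM) were close between CD48hi and CD48-/lo MkPs. Larger differences that failed the test were seen for Gata2 (464 ± 231 and 186 ± 35.2 CPM, adjusted p = 0.189), Zfpm1 (45.0 ± 26.2 and 17.5 ± 3.99 CPM, adjusted p = 0.198) and Spi1 (60.8 ± 35.3 and 27.7 ± 8.10 CPM, adjusted p = 0.263). The same held for Cebpa (3.60 ± 0.881 and 1.38 ± 0.865 CPM, adjusted p = 0.240), Nfe2 (919 ± 264 and 538 ± 98.2 CPM, adjusted p = 0.248) and Runx1 (321 ± 178 and 188 ± 20.4 CPM, adjusted p = 0.362). DESeq2 called Gata2 and Zfpm1 among these (adjusted p = 0.0305 and 0.0356). Both CD48hi replicates 4 and 5 lay above CD48hi replicates 1 and 3 for Gata2, Zfpm1, Spi1 and Runx1, but not for Cebpa and Nfe2. In CD48hi replicates 1, 3, 4 and 5 Gata2 was at 220.9, 313, 687.5 and 632.8 CPM. In the same order, Spi1 was at 25.9, 40.45, 71.52 and 105.4 CPM, and Runx1 at 141.5, 231.6, 553.5 and 355.8 CPM.

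Cell cycle genes were examined as 2 lists. In the G2 and M phase list, 38 of 51 genes were lower in CD48-/lo MkPs (median log2 difference -0.37, camera adjusted p = 0.000257, or 0.0599 with an estimated correlation). None was called over all genes by edgeR (8 were called by DESeq2, and 14 had an unadjusted p under 0.05), and 7 were lower and 1 higher when adjusted over the list alone. Cenpa, a centromeric histone, was at 433 ± 93.1 CPM in CD48hi and 183 ± 36.6 CPM in CD48-/lo MkPs, Ube2c at 331 ± 45.5 and 168 ± 12.6 CPM, and Tacc3 at 567 ± 232 and 240 ± 34.5 CPM. The S phase list was not called by camera (23 of 42 genes higher, adjusted p = 0.383) and passed fry at an adjusted p of 0.0487. None was called by edgeR over all genes or when adjusted over the list alone (2 over all genes by DESeq2, and 7 at an unadjusted p under 0.05). Prim1 was at 92.4 ± 15.7 and 221 ± 92.9 CPM and Ccne2 at 79.0 ± 29.8 and 193 ± 40.7 CPM.

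The 13 mitochondrially encoded genes were all higher in CD48-/lo MkPs. None was called over all genes by edgeR (12 by DESeq2, and 12 at an unadjusted p under 0.05), and 12 were higher when adjusted over the list alone. The median log2 difference was 2.62 (camera adjusted p = 9.17e-16, or 0.150 with an estimated correlation). Their share of all counts was 0.134% to 0.386% in CD48hi libraries and 2.54%, 0.469% and 2.83% in CD48-/lo replicates 1, 3 and 4. The most abundant, mt-Cytb, was at 1103 ± 223 and 8282 ± 5510 CPM (adjusted p = 0.0501, edgeR), and mt-Nd4 at 265 ± 92.8 and 2129 ± 1407 CPM. Cytosolic ribosomal protein genes, 72 of 86 higher, had a median log2 difference of 0.30 (camera adjusted p = 0.000292, or 0.556 with an estimated correlation), and this call was lost without CD48hi replicate 5 (adjusted p = 0.0584). The list scores were -0.586 and -0.710 in CD48hi replicates 4 and 5, against 0.234 and 0.345 in CD48hi replicates 1 and 3 and 0.0896 to 0.344 in CD48-/lo libraries. With CD48hi replicates 1 and 3 only the list was lower in CD48-/lo MkPs (adjusted p = 0.0234). None was called by edgeR over all genes or when adjusted over the list alone (1 over all genes by DESeq2, and 9 at an unadjusted p under 0.05). Rps25 was at 39.9 ± 16.2 and 105 ± 51.3 CPM. The interferon response list, 24 of 30 genes higher, was called by camera (adjusted p = 0.00903, or 0.421 with an estimated correlation) but not without CD48hi replicate 3 or CD48-/lo replicate 1 (adjusted p = 0.0632 and 0.0866). The list scores were 0.592 and 0.488 in CD48-/lo replicates 1 and 4, while that of CD48-/lo replicate 3 (-0.238) lay below 3 of the 4 CD48hi libraries and used alone turned the direction (adjusted p = 0.890). None was called over all genes by edgeR (5 by DESeq2, and 7 at an unadjusted p under 0.05), and 4 were higher and 1 lower when adjusted over the list alone. Oasl2 was at 13.8 ± 2.80 and 35.9 ± 14.6 CPM and Gbp2 at 15.9 ± 4.18 and 36.6 ± 13.1 CPM.

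**Figure D4:**
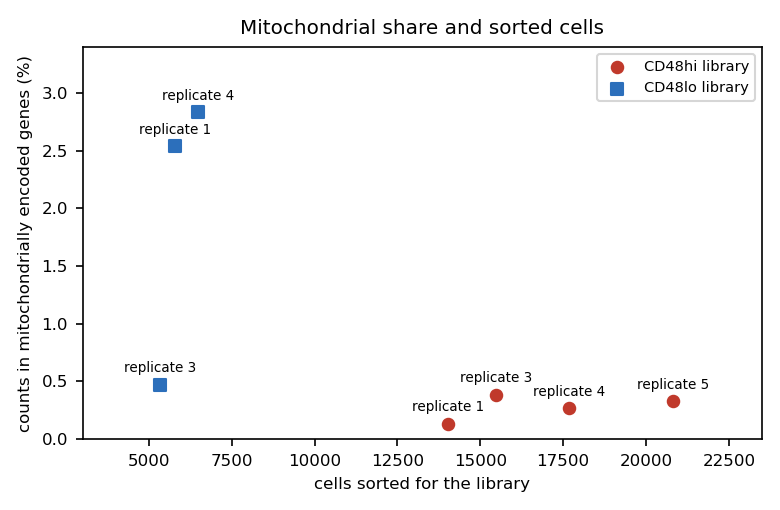
Share of counts in mitochondrially encoded genes (%, vertical axis) against the number of cells sorted for each library (horizontal axis), 1 point per library. CD48-/lo replicates 1 and 4 lie at 2.54% and 2.83%, and CD48-/lo replicate 3, from the fewest cells, lies at 0.469%.

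The remaining lists were not called. Immediate early and heat shock genes had an adjusted p of 0.0632 (14 of 20 lower, with Jun at 110 ± 28.9 and 35.9 ± 14.7 CPM and Junb at 115 ± 35.1 and 56.0 ± 7.59 CPM) and passed without CD48hi replicate 3, CD48hi replicate 4 or CD48-/lo replicate 1 (adjusted p = 0.0415, 0.0191 and 0.0386). Cholesterol synthesis, glycolysis, macrophage, and stroma and endothelium genes had adjusted p values of 0.428, 0.838, 0.383 and 0.383. In none of these 5 lists was a gene called over all genes by edgeR (4, 0, 1, 0 and 2 by DESeq2, and 6, 2, 4, 1 and 3 at an unadjusted p under 0.05). When adjusted over the list alone, 4 immediate early and heat shock genes and 1 glycolysis gene were lower, and stroma and endothelium had 1 higher and 1 lower. The median and mean log2 difference differed in sign for glycolysis (0.07 and -0.04) and for stroma and endothelium (-0.31 and 0.01).

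The libraries of the subsets also differed as libraries. CD48hi libraries had 19600 ± 360 genes with a count and CD48-/lo libraries 18890 ± 132. Genes with a count, total counts, sorted cells and the mitochondrial share separated the groups completely. In a two-sided exact permutation test over the 35 ways of choosing 3 of 7 libraries this gives the smallest possible p of 0.0571 (0.0856 after adjustment over 6 measures). The share of counts in the 50 most abundant genes (10.8 ± 0.694% and 11.3 ± 1.02%) and in ribosomal protein genes (1.86 ± 0.842% and 2.31 ± 0.179%) overlapped between the groups (exact p = 0.514 and 0.457).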

Values the study reported

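The study reported 736 genes as differentially expressed between the 2 megakaryocyte progenitor subsets at an absolute fold-change of at least 1 and an adjusted p-value of at most 0.05. It also reported more myeloid gene expression in CD48hi MkPs, an erythroid signature in CD48-/lo MkPs, and similar megakaryocytic markers in both. Its culture and transplantation assays found mainly thrombocytic potential in both subsets with some residual oligopotency, and erythroid potential of transplanted CD48-/lo MkPs.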

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

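The tests of fewer sorted cells, of stress genes, of respiratory chain genes, of mature neutrophils, of a lower share of MkPs and of separate progenitor cells were chosen after the results were seen, and the conditions for the stress, respiratory chain and lower share tests were revised after their values were seen. Of 102 values tested in the 4 CD48hi libraries, 6 had a single library far from the other 3, where chance gives 5.1. The ratio of the gap to the range was 0.919 for Mpo and 0.93 for Cd84, with CD48hi replicate 1 lowest in both, and 0.837 for Ppbp, with CD48hi replicate 3 highest. It was 0.854 for the share of counts in the 50 most abundant genes (11.78% in CD48hi replicate 1 against at most 10.49% in the others), 0.929 for the interferon list score (CD48hi replicate 3 lowest) and 0.834 for the mitochondrially encoded list score (CD48hi replicate 1 lowest).

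Mitochondrially encoded transcripts were higher in CD48-/lo MkPs. The library from the fewest cells, CD48-/lo replicate 3, held 0.469% of such counts against 2.54% in the lower of the other 2, but a single library decides nothing and cell number goes with the group. Immediate early and heat shock genes had a median log2 difference of -0.455 with a spread of 0.427. This direction is opposite to more stress in the CD48-/lo libraries. However, 10 of the 35 splits of the libraries gave as small a p for that list, so the test cannot decide on a stress response. Nuclear genes of the respiratory chain, 57 of 77 higher and 0 called over all genes, had a median of 0.468 with a spread of 0.116. However, 17 of the 35 splits gave as small a camera p (6.33e-05 here, 3.95e-17 at the smallest). The p was 0.41 by camera with an estimated correlation and 0.254 by fry. More respiratory chain transcripts may therefore be part of the pattern or may not. Fewer cells, RNA quality and a biological difference between the subsets stay open.

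Setting CD48hi replicates 1, 4 and 5 against CD48hi replicate 3 and the CD48-/lo libraries gave 4047 genes at an unadjusted p under 0.05. These 3 libraries did not group by rank correlation, since CD48hi replicate 1 had a higher rank correlation with CD48hi replicate 3 (0.957) and CD48-/lo replicate 3 (0.951) than with CD48hi replicates 4 and 5 (0.945 and 0.949). B2m was at 1559, 1249 and 1218 CPM in those 3 libraries, 4703 in CD48hi replicate 3, and 4569, 3056 and 5199 in the CD48-/lo libraries. With a trend on gene length and GC content removed 3811 genes were found, and 4046 in counts thinned to 1 total. This split keeps most of the group contrast, which by itself gave 2871 such genes, and 2690 with the trend removed. The counts therefore cannot decide whether gene length and GC content or library size set CD48hi replicate 3 apart from CD48hi replicates 1, 4 and 5. Gene length correlated at 0.187 (Spearman) with the differences of this split, but at 0.39 with those of CD48hi replicates 4 and 5 over CD48hi replicates 1 and 3. Pseudogenes held 5.78% and 6.04% of counts in CD48hi replicates 4 and 5, against 8.75% to 10.24% in the other libraries. The cause of that divide was not tested. The labels give no batch or day, and no biological explanation was tested.

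Most genes of the granulocyte-monocyte progenitor, monocyte and dendritic cell, and basophil and mast cell lists were higher in CD48hi MkPs, with exceptions such as Lyz2. The camera calls of these lists were lost with an estimated correlation (adjusted p = 0.117, 0.0599 and 0.0611). Carry-over of mature neutrophils into CD48hi is argued against by their genes S100a8, S100a9, Ngp, Camp, Ltf and Lcn2, which summed in CD48hi to 0.493% of the 476.5 CPM of Mpo, Elane, Prtn3 and Ctsg. The same 6 genes summed to 21.19, 0.4005 and 13 CPM in CD48-/lo replicates 1, 3 and 4, against at most 4.56 CPM in a CD48hi library. The source of these transcripts in CD48-/lo libraries was not tested. The erythroid median lay 2.1 log2 units above that of the myeloid and basophil lists, with a spread of 0.687. This argues only against a lower share of MkPs that raises the markers of all other lineages alike. A share lowered by myeloid or basophil cells would raise their own markers alone, so the test cannot decide on it. Megakaryocyte and platelet genes, 22 of 37 higher in CD48-/lo MkPs, were not called as a list (camera adjusted p = 0.0817). Separate granulocyte-monocyte or basophil progenitor cells inside the CD48hi gate, of which the CD150+ CD41+ sort would remove those without these markers, and low expression in all CD48hi MkPs cannot be told apart, since the 359 CPM of Mpo in CD48hi and 39.6 CPM in CD48-/lo MkPs are bulk levels. The study also sequenced single index-sorted MkPs, and those data were not examined here. A biological difference between the subsets stays open as a hypothesis.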

How the results depend on the processing

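The fits with a length and GC trend removed, with CD48hi replicates 1 and 3 only, with CD48hi replicates 4 and 5 only, with CD48-/lo replicate 3 only (a lone library taken to vary like the others), and with DESeq2 at an absolute log2 difference of 1 were chosen after the data were seen. Among the named genes 1284 values kept direction and call, 164 lost the call, 116 gained it and 23 changed direction, and among the lists these counts were 381, 37, 11 and 9, while all 35 library measure values were the same. The 32 genes became 57 with RLE scaling, 10 with no filter, 64 with the stricter filter, 1028 with DESeq2 (957 with the log2 difference of 1), 393 with voom, 54 with thinned counts, 3 at an adjusted p of 0.01 and 62 with the trend removed. With CD48hi replicates 1 and 3 only or CD48-/lo replicate 3 only edgeR called 0 (1798 and 1021 at an unadjusted p under 0.05; DESeq2 was not run there), and with CD48hi replicates 4 and 5 only 3242. Leaving out 1 library gave 1 to 72 genes and 10 to 14 lists. The replicate number as a block gave 16 genes, 13 of them among the 32. Same-numbered libraries correlated at -0.0797, -0.145 and -0.0332 in their deviations from the group means. With so few libraries behind each mean, these values cannot show whether equal numbers mark a shared mouse or sort. The labels do not say. The share of called genes that were higher in CD48-/lo was 43.8%, ranged from 25% with the block to 59.4% with the stricter filter in the planned settings with all libraries, and from 0% to 58.3% on leaving out 1 library. The 12 lists became 7 with CD48hi replicates 4 and 5 only, 0 with an estimated correlation and 7 with fry. The cause was not tested for any of these changes unless the setting itself removes genes or libraries.

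The adjusted p of the megakaryocyte and platelet list became 0.0447 with no filter, 0.00361 with the trend removed, 0.0101 with CD48hi replicates 1 and 3 only and 0.0173 with CD48-/lo replicate 3 only. On leaving out 1 library it ranged from 0.0407 to 0.344, and that of the haemoglobin list from 0.00162 to 0.0744. With CD48hi replicates 4 and 5 only the erythroid and haemoglobin lists were at 0.126 and 0.377. The haemoglobin list was at 0.265 with voom, 0.954 when haemoglobin genes were among those left out, and 0.0786 with CD48-/lo replicate 3 only. With an estimated correlation the adjusted p was 0.212 for erythroid, 0.195 for haemoglobin, 0.117 for granulocyte-monocyte progenitor, 0.0611 for basophil and mast cell, 0.150 for mitochondrially encoded, and 0.0599 for monocyte and dendritic cell, stem cell and G2 and M phase genes. With fry it was 0.0577, 0.0506 and 0.0677 for erythroid, haemoglobin and mitochondrially encoded genes. Cd48 was called by DESeq2 alone (log2 difference -1.569).

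Direction changed, at the adjusted p given, for late neutrophil genes with the stricter filter (0.928), for eosinophil (0.851) and interferon genes (0.890) with CD48-/lo replicate 3 only, for glycolysis with voom (0.883), the trend removed (0.339) and CD48hi replicates 4 and 5 only (0.502), and for ribosomal protein genes with CD48hi replicates 1 and 3 only (0.0234). It also changed for late neutrophil genes without CD48-/lo replicate 3 (0.380; 0.0534 to 0.731 on leaving out 1 library) and for glycolysis without CD48hi replicate 3 (0.820; 0.593 to 0.934). Among genes that were not called, the log2 difference changed sign for Kit with RLE (-0.0234), the stricter filter (-0.01176), DESeq2 (-0.02941), voom (-0.07365) and CD48hi replicates 4 and 5 only (-0.392), for Myb with the last of these (-0.01876), for Meis1 with the trend removed (-0.005884), and for Fli1 (0.02896) and Runx1 (0.007102) with CD48hi replicates 1 and 3 only. With CD48-/lo replicate 3 only it did so for Slamf1 (-0.04126), Cd84 (-0.02245), Gata1 (-0.3265), Gfi1b (-0.0495), Myb (-0.07687), Meis1 (-0.08153), Gp1ba (-0.2281) and S100a8 (-1.875). On leaving out 1 library the log2 difference ranged from -0.294 to 0.2027 for Kit, from -0.04259 to 0.1935 for Myb and from -0.008057 to 0.21 for Meis1. The cause was not tested.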

Other observations

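The groups of histone, CD antigen and respiratory chain genes and the counts of splits of the libraries for genes and lists were chosen after results were seen; the split tests of the histone and respiratory chain groups were chosen before their results. Replication-dependent histone genes were examined as a group. Of 54 tested, 51 were lower in CD48-/lo MkPs, 15 when adjusted over the group alone and 0 over all genes by edgeR (24 at an unadjusted p under 0.05, and 17 by DESeq2). Hist1h2ap was at 91.1, 46.8, 97.5 and 97.4 CPM in CD48hi replicates 1, 3, 4 and 5 and 25.5, 33.9 and 22.7 CPM in the CD48-/lo libraries, and Hist1h2ao at 95.5 ± 26.9 and 30.4 ± 8.36 CPM. The median log2 difference was -1.45, and -1.13 with the length and GC trend removed, with a p of 2.78e-16 by camera and 0.00702 with an estimated correlation. Of the 35 splits 2 gave a camera p as small (1.95e-21 at the smallest), so chance cannot be excluded. These mRNAs mostly lack the poly(A) tail on which the cDNA was primed, so their levels here need not follow their levels in the cells.

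Genes named for CD antigens went both ways. Of 55 tested, 34 were higher in CD48-/lo MkPs, 8 higher and 2 lower when adjusted over the group alone. Cd24a was at 34.8 ± 8.16 CPM in CD48hi and 90.6 ± 15.4 CPM in CD48-/lo MkPs, Cd96 at 3.33 ± 0.703 and 15.2 ± 8.69 CPM, Cd200 at 1.99 ± 0.990 and 9.29 ± 2.10 CPM and Cd72 at 4.45 ± 1.16 and 12.5 ± 2.21 CPM. The 2 lower genes were Cd48 itself (28.9 ± 11.8 and 10.1 ± 4.65 CPM) and Cd209a (0.445 ± 0.162 and 0 CPM). The median log2 difference of 0.54 changed sign with CD48-/lo replicate 3 only (-0.20), and no gene of the group passed over all genes by edgeR (19 at an unadjusted p under 0.05, and 10 by DESeq2).

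The libraries can be divided into groups of 3 and 4 in 35 ways. By edgeR only the real division called as many as 32 genes, 1 of 35, and the highest other called 0. At an unadjusted p under 0.05 edgeR gave 2871 genes for the real division, but 4047 for CD48hi replicates 1, 4 and 5 and 3059 for CD48hi replicate 3 with CD48-/lo replicates 1 and 4, so chance cannot be excluded for the edgeR result as a whole. By DESeq2 the real division called 1028 genes and 3 of 35, itself included, called as many. The others were CD48hi replicates 1, 4 and 5 against the rest (2814) and CD48hi replicate 3 with CD48-/lo replicates 1 and 4 (1626). The former moves only CD48hi replicate 3 and the latter exchanges it with CD48-/lo replicate 3, so both keep most of the group contrast. All remaining divisions called at most 482. Chance cannot be excluded, and the largest count does not follow the group exactly. For lists the real division called 12 and 2 of 35 called as many, the highest other being 14, so chance cannot be excluded there either. For single lists, 1 of 35 divisions, the real one, gave as small a camera p for monocyte and dendritic cell, basophil and mast cell, haemoglobin and lymphoid genes. This is the smallest share the divisions can give and is not adjusted over the lists, so chance is not excluded for them either. More divisions gave as small a p for the remaining called lists, 2 of 35 for G2 and M phase, 3 for stem cell and for mitochondrially encoded, 4 for granulocyte-monocyte progenitor, 5 for erythroid (1.9e-06 here, 9.98e-09 at the smallest), 9 for eosinophil, 10 for interferon and 16 for ribosomal protein genes.

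At an adjusted p of 0.05 and an absolute log2 difference of 1, 32 genes differed by edgeR and 957 by DESeq2. With the limit read as a plain fold, which removes no gene, the counts were 32 and 1028. The edgeR count is lower, and both DESeq2 counts are higher, than the value quoted from the study above.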
